# The HER2-Encoded miR-4728-3p Regulates ESR1 through a Non-Canonical Internal Seed Interaction

**DOI:** 10.1371/journal.pone.0097200

**Published:** 2014-05-14

**Authors:** Inga Newie, Rolf Søkilde, Helena Persson, Dorthe Grabau, Natalia Rego, Anders Kvist, Kristoffer von Stedingk, Håkan Axelson, Åke Borg, Johan Vallon-Christersson, Carlos Rovira

## Abstract

Since the early 1980s remarkable progress has been made in understanding the role of the HER2 locus in carcinogenesis, but many details of its regulatory network are still elusive. We recently reported the finding of 367 new human microRNA (miRNA) genes of which one, mir-4728, is encoded in an intron of the HER2 gene. Here, we confirm that the *HER2* oncogene is a bi-functional locus encoding the membrane receptor and a functional miRNA gene. We further show that miR-4728-3p has alternative functionalities depending on the region used for interaction with its target; the canonical seed between nucleotides 2–8 or a novel, more internal seed shifted to nucleotides 6–12. Analysis of public data shows that this internal seed region, although rare compared to the far more abundant canonical 2–8 seed interaction, can also direct targeted down-regulation by other miRNAs. Through the internal seed, miR-4728-3p regulates expression of estrogen receptor alpha, an interaction that would have remained undetected if classic rules for miRNA-target interaction had been applied. In summary, we present here an alternative mode of miRNA regulation and demonstrate this dual function of the HER2 locus, linking the two major biomarkers in breast cancer.

## Introduction

Human epidermal growth factor receptor 2 (Erbb2/HER2, hereafter called HER2) and estrogen receptor alpha (ESR1) are the most important prognostic and treatment predictive biomarkers in breast cancer (BC) and they are the most widely used therapeutic targets for this disease [1], [2].The *HER2* oncogene is amplified in 15–20% of all invasive BCs, leading to overexpression of the gene. Its tyrosine kinase activity triggers a signal transduction cascade that controls cell growth, proliferation and differentiation and is also associated with carcinogenesis in a range of epithelial cancers such as endometrial, lung, gastric, ovarian, esophageal, and bladder cancers as well as medulloblastoma and glioma (For a review see Zaczek *et al.* [*3*], Moasser *et al.* [*4*]; Olayioye *et al.* [*5*]). Due to its usefulness as a prognostic biomarker and for targeted therapy, *HER2* amplification in BC is routinely tested for in clinical laboratories (tumors being classified as amplified ‘HER2+’ or non-amplified ‘HER2-’). More than 70% of all BCs overexpress ESR1 as judged by immunohistochemistry (ER+ tumors) and expression of ESR1 is highly predictive of clinical benefit from endocrine therapies such as treatment with estrogen receptor modulators or aromatase inhibitors. Of note, HER2 amplification is associated with poor response to endocrine therapy.

*HER2* amplification-driven carcinogenesis implies protein overexpression and increased signal transduction, but the basal requirement for transformation is transcriptional overexpression [4]. This may suggest that the oncogenic activity is not solely associated with mitogenic signaling [6]. Indeed, we recently identified mir-4728 [7], a microRNA (miRNA) encoded in intron 24 of the *HER2* gene. Simultaneous production of *HER2* mRNA and the miRNA implies that this locus may have functions that are independent of signal transduction through the HER2 receptor.

Bioinformatic target gene prediction is a frequently used method for assessing the potential functions of miRNAs. Comparative sequence analysis and experimental studies have shown that a perfect match between the target site and nucleotides (nt) 2–8 from the 5' end of the miRNA, the seed region, determines miRNA target specificity [8]. Most algorithms for target gene prediction are based on this type of interaction [9], although perfect seed paring is not always the main determinant for repression. For instance, the prototypical miRNAs of *C. elegans,* lin-4 and let-7, also function in target gene regulation with imperfect seed pairing [10], [11]. Base-pairing beyond the seed region can in fact be crucial for target interaction [12], not only by compensating for imperfect seed pairing [13], [14], but also by making a larger contribution than the seed to duplex stability, as exemplified by a miR-122 site in the human hepatitis C virus [15]. In fact, global analysis of Argonaute protein (AGO) interactions across the transcriptome has recently uncovered evidence of exceptions to the seed rule [16]–[18]. In mouse brain, non-canonical miRNA base-pairing represents ∼15% of all AGO-associated interactions [19] and as much as 43% of all miR-155 target sites do not follow seed rules in T cells [16].

With this in mind, we decided to study miR-4728-3p function without applying prior knowledge of the interaction mode or requirements for evolutionary conservation. By investigating the effects of miR-4728-3p on global expression data we found that it functions as a bimodal miRNA, controlling different target gene sets depending on the region used for interaction; involving either a canonical seed in positions 2–8 or nt 6–12 of the miRNA. Since this region shares functional characteristics with the canonical seed, we called it an internal seed. We furthermore demonstrate that miR-4728-3p down regulates expression of ESR1 through an internal seed interaction. This clinically very relevant interaction would have passed undetected if current rules for miRNA function had been applied for miR-4728-3p target prediction. In summary, our results add a new layer of functional complexity to the *HER2* oncogene, expand the repertoire of regulatory miRNA-target gene interactions and demonstrate the existence of a direct RNA-RNA crosstalk between the two major therapeutic breast cancer biomarkers.

## Materials and Methods

### Cell culture and Transfections

All cell lines were purchased from ATCC and used at low passage numbers. Cells were cultured as reported previously [20] except that for MCF7, insulin was added at 10 µg/ml.

Transfections were performed with Lipofectamine 2000 (Life Technologies) following the manufacturer's instructions. All oligonucleotides and miRNA mimics were transfected at 25 nM or 100 nM unless stated otherwise. Antisense oligonucleotides contained 2′ O-methyl modifications and were from IDT DNA Technologies. Non-targeting siRNA control was from Thermo Scientific. All miRNA mimics were purchased from Qiagen; the customized mimics corresponding to the mature sequence of miR-4728-3p (25 nt) and a 25 nt control.

For luciferase reporter assays, part of the 3′ UTR of the target gene was cloned into pmirGlo Dual-Luciferase miRNA Target Expression Vector (Promega) and transfected at 400 ng in 12-well plates.

### Northern blot analysis

Total RNA from miR-4728-3p transfected and untransfected MCF10A cells was prepared with TriZol reagent (Life Technologies) according to the manufacturer's instructions. Total RNA (∼5 µg) was separated on a denaturing 15% PAGE-urea gel and transferred onto GeneScreen Plus membrane (Perkin Elmer). Blots were hybridized with ^32^P-labeled miR-4728-3p probe for 16 hours in 7% SDS, 200 mM Na_2_HPO_4_ (pH 7.2), 1 mM EDTA and 1x Denhardt's solution at 40°C. After four washes in 3×SSC, 25 mM NaH_2_PO_4_ (pH 7.5), 5% SDS and 5X Denhardt's solution for 10 min at room temperature we performed a stringent wash in 1xSSC: 1% SDS for 5 min at 40°C. Then, the membrane was exposed for 6 h and analyzed in a Fuji phosphor imager.

### Western Blot

Cells were synchronized by serum starvation (1% FBS) for 6 h prior to harvest and stimulated for 5 min with EGF. Unless stated otherwise, cells were harvested 30 h post transfection on ice in RIPA buffer (10 mM Tris-HCl pH 7.4, 150 mM NaCl, 1 mM EDTA, 0.1% SDS, 1% Triton X-100, and 1% sodium deoxycholate) supplemented with Complete Protease Inhibitor Mixture tablets (Roche Diagnostics). Lysates were clarified by centrifugation and protein concentrations were determined by BCA Protein Assay kit (Thermo Scientific). Equal amounts of crude lysates were separated by SDS-PAGE on 4–12% bis-tris gels and proteins were transferred to a PVDF membrane (both Life Technologies) for immunoblot analysis. Membranes were then blocked and probed with the following primary antibodies: ESR1 (Santa Cruz sc-543), ERBB2 (Sigma-Aldrich HPA001383), pMAPK, pAKT, MAPK, AKT (Cell Signaling: 4370, 4060, 9102, 2938) and tubulin (abcam ab7291) according to the manufacturers' instructions. HRP-conjugated secondary antibodies (abcam) were visualized with ECL (GE Healthcare or Santa Cruz) and staining intensity was determined using a FluorChem FC2 with AlphaView software (Cell Biosciences). For quantification, membranes were stained with Coomassie R-350 (GE Healthcare) and analyzed with ImageJ software as reported by Welinder and Ekblad [21]. Between hybridizations, membranes were stripped with Restore Plus Western Blot Stripping Buffer (Thermo Scientific) for 10 min at room temperature and washed extensively in TBST before subsequent antibody incubations.

### Luciferase Reporter assays

For Luciferase Reporter assays, cells were transfected close to confluence, harvested 30 h post transfection and analyzed using the Dual-Luciferase Reporter Assay System (Promega) according to the manufacturer's instructions. Firefly luciferase activity was normalized to control Renilla luciferase and assays were performed at least in 5 biological replicates and technical triplicates. Significance analysis was performed with a 2-sided Student's t-Test.

### Microarray expression analysis

RNA was extracted with TRIZOL (Life Technologies) according to the manufacturer's instructions. RNA quantity and quality were assessed with NanoDrop ND 1000 spectrophotometer (NanoDrop Tech) and LabChip GX (Perkin Elmer) respectively before loading the samples on a HumanHT-12 v4.0 (mir-1 overexpression, non-targeting control) or HumanHT-12 v3.0 (all residual samples) Expression BeadChip (Illumina) in 4–6 biological replicates. Raw data is available at the GEO repository under accession number GSE55822.

All data were imported and normalized using the Base server (http://base.thep.lu.se). Empirical cumulative distribution function (ECDF) plots as introduced by Grimson *et al.* [*12*] were created with the array results. Downloaded 3′ UTR sequences from the SylArray [22] analysis were searched for words containing either an internal seed (IS) or canonical seed (CS). A single factor was generated for each array probe calling if it had 1 or more IS, 1 or more CS or 1 or more of both seed types. The log fold changes are plotted as in Grimson *et al.* to illustrate and compare the strength of the different seed types.

The RNAduplex 2.1.1 function [23] from the Vienna RNA Package 2.0 was used to calculate the energy of duplex structures formed between the microRNA mimic and the section of mRNA interaction. Values are given in (kcal/mol).

### qPCR and qRT-PCR

DNA and RNA were extracted using the AllPrep DNA/RNA FFPE Kit (Qiagen) on Formalin Fixed Paraffin Embedded (FFPE) tissue of 38 breast cancers, of which 19 were HER2+ and 19 HER2- tumors.

All samples were quantified by NanoDrop ND 1000 spectrophotometer (NanoDrop Tech). Poly(A) tailing and reverse transcription (RT) were conducted as follows: 100 ng of total RNA was used for cDNA synthesis with 1 µM universal RT primer, 1 unit (U) poly(A) polymerase, and 100 U MuLV reverse transcriptase (both New England Biolabs) in a 10 µl reaction of 1x poly(A) polymerase buffer.

For FFPE samples a mix of 1 µM reverse primers for mRNA targets were added to increase sensitivity. cDNA was diluted 1∶10 prior to qPCR reactions. For quantification, SYBR green reagents (Solis Biodyne or BioRad) were applied according to the manufacturers' instructions in 25 µl reactions on a CFX96 instrument (BioRad). Cycling conditions were: 15 min 95°C enzyme activation, followed by 45 cycles of 15 sec at 95°C, 30 sec at 60°C; with subsequent melting curve analysis. qRT-PCR expression data were normalized to selected reference genes (ACTB, RN7SL, RNU6, SNORD48, hsa-let-7a and hsa-miR-191) in qbasePLUS. DNA qPCR expression data were normalized to two control regions on chromosomes 3 and 6. HER2 RNA expression was measured with exon spanning primers comprising exon junctions 2–3 and 22–23, while ESR1 expression is given as average of two exon spanning primer pairs (to exon junctions 1–2 and 7–8) as well as a primer pair in the 3′ UTR. *HER2* DNA amplification was measured as amplification of exons 24 and 27. qPCR/qRT-PCR expression data were exported after normalization and plotted using R. Spearman correlation coefficients and p-values were calculated in R on all complete cases.

All primer sequences can be found in the Table S2.

### Ago CLIP

For Ago HITS CLIP cells were UV irradiated in a Stratalinker (Stratagene) twice with 400 mJ/cm^2^. Antibodies used for Ago IP were monoclonal Ago2 4G8 (Wako Chemicals) or anti-pan Ago clone 2A8 (Merck Millipore).

### Next Generation Sequencing

Sequencing libraries from purified RNA were prepared with NEBNext Multiplex Small RNA Library Prep Set for Illumina (New England Biolabs) according to the manufacturer's instructions and sequenced on Illumina HiSeq sequencer in paired end mode with 2×101 cycles.

Novoalign version 3 was used to align paired end reads from all sequencing libraries. Reads were first mapped against rRNA and pre-rRNA sequences to filter out contamination by rRNA fragments. Secondly the forward reads of unaligned sequences were processed to fasta files and collapsed to unique reads using the fastx_toolkit (http://hannonlab.cshl.edu/fastx_toolkit/). Unique reads were aligned to the human genome (hg19) with decoy sequences. Only reads with unique mappings were allowed in downstream analyses.

Reads mapping to miR-4728-3p were analyzed in the processing from the 5′ end. Both forward and reverse reads were analyzed and normalized to the total number of reads mapped to the human genome.

The Bioconductor [24] R package “chipseq” was used to compare the results of the different sequencing libraries.

## Results

### MicroRNA-4728-3p uses two different seed interactions

In our previous work we showed that the dominant mature form of mir-4728 is the one derived from the 3' arm of the precursor; miR-4728-3p [7]. To study its function, we transfected miR-4728-3p mimics into MCF 10A, a normal-like breast epithelial cell line normally not expressing mir-4728, and analyzed global effects on gene expression using microarrays. 

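MCF 10A is an immortalized, non-tumorigenic line of human breast epithelial cells. RNA from 6 cultures transfected with the miR-4728-3p mimic and from 6 control cultures was hybridized to Illumina bead arrays, on which each probe measures a transcript. The column names and labels give the control as a non-targeting siRNA. The methods also list a 25 nt control for the customized mimic, and do not say which control the miR-4728-3p arrays had. The paper gives 32 hours between transfection and harvest. The sample labels give a dose of 100 nM, and the methods give 25 nM or 100 nM. The deposited tables hold the signal intensity of 48803 probes per array, before normalization and after the authors' normalization on the BASE server, for which the paper's text names no method. The authors' normalized intensities are on a linear scale and share their quartiles across the arrays. The values given here start from the intensities before normalization, whose median per array was 113 to 134 with the mimic and 101 to 135 in the control. The background was corrected with the normexp method of limma at an offset of 50, the arrays were quantile normalized, and the values were put on the log2 scale. The tables hold no detection p-values, so limma tested the 20919 probes whose mean lay above the median of all values, which was 6.36 on the log2 scale. P-values were adjusted over these probes by the method of Benjamini and Hochberg. Each of 11820 genes was represented by its tested probe with the highest mean. Of 3063 genes with several tested probes, none had probes that passed the test in opposite directions, and 69 were called by another probe only. The number of arrays limits the precision of every value.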

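Genes of the interferon response rose together in cells transfected with the miR-4728-3p mimic. Of 25 listed genes, 24 were tested, and all 24 were higher than in the control at an adjusted p under 0.05 from limma, as were 24 when adjusted over the list alone. IFIT2, an interferon-induced protein that acts against viral RNA, had a log2 intensity of 13.28 ± 0.40 (SD, n = 6) with the mimic and 6.99 ± 0.42 (SD, n = 6) in the control. This is a 78.3-fold difference (log2 fold change 6.29, standard error 0.18, adjusted p = 5.68e-18 from limma). The log2 fold change was 6.13 for MX1, an antiviral GTPase, and 5.28 for ISG15, a ubiquitin-like protein. IFIT1, IFIT3, OAS2, IFI27, IFITM1 and RSAD2 rose by log2 fold changes of 6.20, 5.98, 5.85, 5.45, 5.26 and 5.12. CXCL10, a chemokine that is not on the list, rose by a log2 fold change of 5.12 (standard error 0.35, adjusted p = 9.73e-11 from limma). The mean of the listed genes, relative to all tested genes, was 4.38 higher with the mimic on the log2 scale (exact permutation test, two-sided, p = 0.00216, the smallest that 6 arrays against 6 allow). By camera, which compares a list with the other tested genes, the adjusted p of the list was 1.89e-110 with a preset correlation of 0.01 and 0.000996 with an estimated correlation. CD68, a macrophage marker, was also higher, with a log2 fold change of 1.31 (standard error 0.16, adjusted p = 2.06e-06 from limma), and the other 5 tested markers of blood and endothelial cells did not pass the test. In the control arrays, CXCL10 and RSAD2 had mean log2 intensities of 6.49 and 6.36, close to the limit of the filter. IFIT2, IFIT3, OAS2 and IFITM1 were also low there, at 6.99, 7.25, 7.25 and 7.42. The size of all these rises, with the 78.3-fold difference of IFIT2, thus rests in part on how background is handled.

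**Figure D1:**
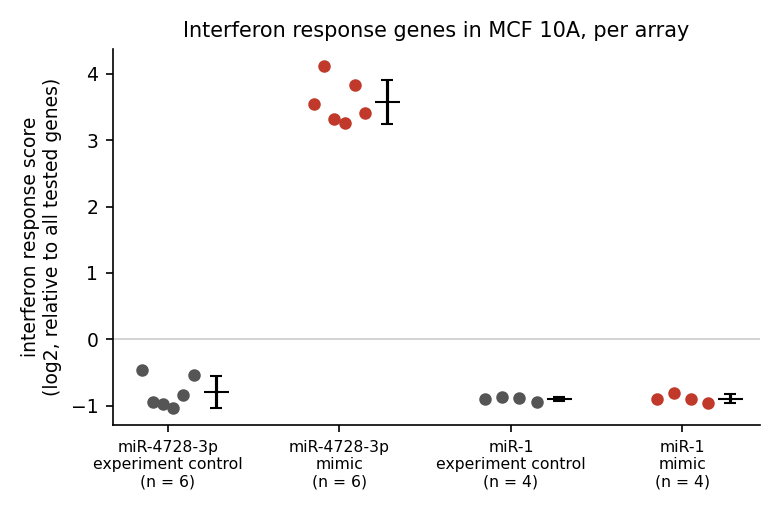
Mean log2 intensity of the interferon response genes minus the mean of all tested genes (y axis), for each array of the miR-4728-3p and the miR-1 experiment. Points are arrays, and the bars give the mean and SD; the 6 miR-4728-3p mimic arrays lie between 3.25 and 4.11 and their 6 controls between -1.04 and -0.46.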

We confirmed the transfection efficiency by quantitative RT-PCR analysis on RNA co-immunoprecipitated with AGO2 (data not shown). Additionally, we transfected MCF 10A in a control experiment with a mimic of human miR-1, a well-characterized gene involved in the differentiation of smooth and skeletal muscles, normally not expressed in breast cell lines. 

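RNA of 4 MCF 10A cultures transfected with the miR-1 mimic and of 4 control cultures was measured on arrays of another version than those of the miR-4728-3p experiment. The methods name HumanHT-12 v4.0 for these arrays and the sample labels name HumanHT-12 v3.0, while the deposited table belongs to a platform of 47323 probes. The signal intensities before normalization had a median per array of 107 to 121 with the mimic and 92 to 114 in the control. They were processed and tested in the same way, apart from the miR-4728-3p arrays. The 22031 probes with a mean above 6.17 on the log2 scale were tested and represented 11899 genes. Of 3264 genes with several tested probes, none had probes called in opposite directions, and 23 were called by another probe only. With 4 arrays against 4, the smallest p that an exact permutation test allows is 0.0286.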

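Transfection of the miR-1 mimic raised genes of the luminal epithelium, and 147 genes were lower and 173 higher than in the control at an adjusted p under 0.05 from limma. Of 12 tested luminal genes, 5 were higher, 0 were lower and 7 did not pass the test, with 7 higher when adjusted over the list alone. CD24, a surface glycoprotein of luminal cells, had a log2 intensity of 12.23 ± 0.19 (SD, n = 4) with the mimic and 11.51 ± 0.09 (SD, n = 4) in the control (log2 fold change 0.72, standard error 0.10, adjusted p = 0.00121 from limma). MUC1, a membrane mucin, KRT7, a keratin, and FOXA1, a transcription factor of luminal cells, had log2 fold changes of 0.55, 0.47 and 0.47. The adjusted p of this list from camera was 3.76e-05, and 0.0397 with an estimated correlation. KRT14, a basal keratin, rose by a log2 fold change of 0.72 (standard error 0.08, adjusted p = 0.000218 from limma). With SFN it made up the 2 of 11 basal and squamous genes that were higher, and 4 were higher when adjusted over the list alone (adjusted p = 0.00173 from camera, and adjusted p = 0.0735 with an estimated correlation). Of 16 genes of cholesterol synthesis, 4 were higher, and 6 when adjusted over the list alone. These were SC5D, HMGCS1, MVD and IDI1, enzymes of this pathway, with log2 fold changes of 0.54, 0.48, 0.46 and 0.45 (adjusted p = 1.29e-07 for the list from camera, and adjusted p = 0.0735 with an estimated correlation). The largest rises were those of C1orf116, with a log2 fold change of 1.61, and SERPINB13, a serpin of squamous epithelium, with 1.49. HSPA1A and HSPA1B, nearly identical heat shock genes whose probes may share transcripts, had log2 fold changes of 1.26 and 1.28. The gene with the largest fall was PHGDH, with a log2 fold change of -0.91 (standard error 0.17, adjusted p = 0.0108 from limma), followed by SFRP1, a secreted Wnt antagonist, with -0.87. PHGDH and PSAT1, enzymes of serine synthesis, were the 2 of 19 genes of the ATF4 and unfolded protein response list that were lower, and 4 were lower when adjusted over the list alone (adjusted p = 0.00653 from camera, and adjusted p = 0.425 with an estimated correlation). Of 24 genes of DNA replication, RFC3 was lower by a log2 fold change of -0.43 and RRM2 higher by 0.61, and 7 were lower and 1 higher when adjusted over the list alone (adjusted p = 0.00483 from camera, and adjusted p = 0.350 with an estimated correlation). Without any single array, 74 to 119 genes were lower and 90 to 150 higher. With an offset of 16, an alternative added after the data were seen, 83 were lower and 99 higher, and FOXA1, KRT7, SFN, IDI1, HMGCS1 and MVD no longer passed.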

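Most reported targets of miR-1 had lower expression in cells transfected with the miR-1 mimic. Of 43 tested genes on a list of reported targets that is not the study's own, 38 had a log2 fold change below 0, which is 88.4% (95% exact binomial interval 74.9% to 96.1%), against 51.8% of all tested genes. The interval treats the genes as independent, though they were measured on the same arrays, and may be too narrow. In the miR-4728-3p arrays, 69.0% of 42 tested genes of this list lay below 0, against 56.1% of all tested genes. SNAI2, a transcription factor of epithelial-mesenchymal transition, had a log2 intensity of 8.61 ± 0.04 (SD, n = 4) with the mimic and 9.29 ± 0.10 (SD, n = 4) in the control (log2 fold change -0.67, standard error 0.08, adjusted p = 0.000323 from limma). MMD, SLC44A1, a choline transporter, and SERP1 had log2 fold changes of -0.68, -0.65 and -0.57, and LASP1 and TAGLN2, actin-binding proteins, had -0.46 and -0.43. In all, 9 targets were lower and none was higher at an adjusted p under 0.05 from limma, with 24 lower and 0 higher at an unadjusted p under 0.05, and 21 lower and 0 higher when adjusted over the list alone. The mean of the list, relative to all tested genes, was lower with the mimic by a log2 difference of -0.23 (exact permutation test, two-sided, p = 0.0286). Its adjusted p from camera was 4.82e-13, and 0.0397 with an estimated correlation. The call of TAGLN2 ended with an offset of 16, an alternative added after the data were seen. The paper takes the share of such targets that fell as its measure of the experimental strategy.

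**Figure D2:**
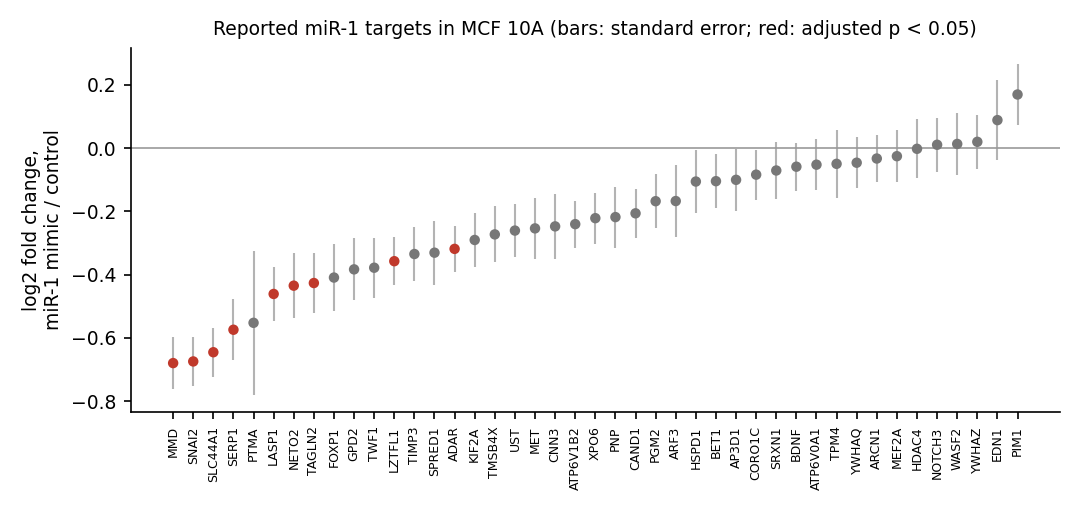
Log2 fold change between the miR-1 mimic and its control (y axis, n = 4 arrays each) for the 43 tested reported targets of miR-1 (x axis). Bars are standard errors, red points passed an adjusted p of 0.05 from limma, and the values run from -0.68 for MMD to 0.17 for PIM1.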

82% of the validated targets for miR-1 [25] expressed in MCF 10A were down regulated, confirming the accuracy of the experimental strategy.

In lieu of applying routine target prediction algorithms, we then performed a motif search on microarray data from six biological replicates 32 hours after transfection of miR-4728-3p and controls including miR-1. We identified over-represented stretches of consecutive bases (“words”) in the 3' untranslated regions (UTRs) of genes from ranked gene lists and calculated the statistical significance of their enrichment using SylArray [22]. Unsurprisingly, the strongest signals detected among down regulated genes corresponded to words complementary to the transfected miRNAs. But while down regulation of genes carrying canonical seed (CS) 2–8 target sites was the most prominent feature in the miR-1 control experiment (Figure S1 in File S1, middle panel), CS matches were only the third most enriched word for miR-4728-3p. Here, the strongest signal upon overexpression was the word GAGGTCA, which instead matches the more internal region between residues 6–12 from the 5' end of the mature miRNA (Fig. 1A, middle panel). This sequence has no complementarity to any CS deposited in miRBase 20, suggesting the use of an alternative seed for miR-4728-3p. 

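Genes with predicted sites for this alternative seed (8mer, 7mer-m8 or 7mer-1A sites), which the paper lists in Table S1, were lower as a group in cells transfected with the miR-4728-3p mimic. Of 104 listed genes, 75 were tested, of which 16 were lower, 1 was higher and 58 did not pass the test at an adjusted p under 0.05 from limma. When adjusted over the list alone, 21 were lower and 2 higher. MRPL11, a protein of the mitochondrial ribosome, had a log2 intensity of 9.75 ± 0.26 (SD, n = 6) with the mimic and 11.11 ± 0.20 (SD, n = 6) in the control (log2 fold change -1.35, standard error 0.12, adjusted p = 1.69e-08 from limma). MYADM, a membrane protein, and SDC1, a heparan sulfate proteoglycan of epithelial cells, had log2 fold changes of -0.95 and -0.73. The gene that rose was FZD4, a receptor for Wnt proteins, with a log2 fold change of 1.14 (standard error 0.19, adjusted p = 0.000246 from limma). Below 0 lay the log2 fold changes of 53 of the 75 genes, with a median of -0.12, against 56.1% of all tested genes and 29 of 42 reported targets of miR-1 in the same arrays. Relative to all tested genes, the mean of the list differed by -0.17 on the log2 scale between mimic and control (exact permutation test, two-sided, p = 0.00216, the smallest possible). The adjusted p of the list was 0.000248 from camera and 0.00227 with an estimated correlation. In the miR-1 arrays, 76 of the genes were tested and the same difference was 0.0086 (exact permutation test, two-sided, p = 0.514). MYADM rose there by a log2 fold change of 0.62 (standard error 0.08, adjusted p = 0.000702 from limma). The list was chosen by sequence and conservation, but for a word that the paper found enriched among genes lowered on these arrays, so the lower values of the group are in part built in. The search of 3' UTRs for words was not analysed here.

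**Figure D3:**
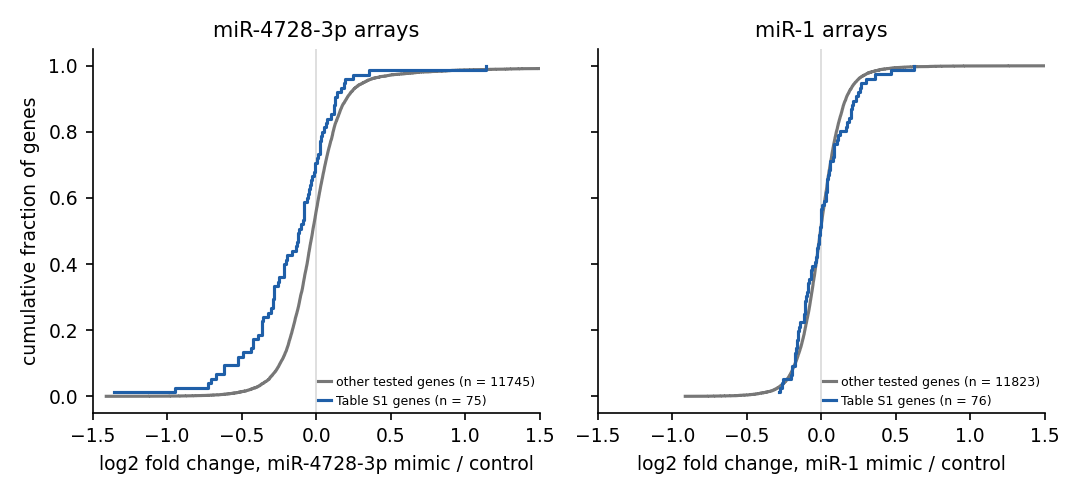
Cumulative fraction of genes (y axis) against their log2 fold change between mimic and control (x axis), for the Table S1 genes (blue) and the other tested genes (grey) of the miR-4728-3p experiment (left) and the miR-1 experiment (right). With the miR-4728-3p mimic, the blue line lies to the left of the grey line over most of its range, with a median of -0.12, and in the miR-1 experiment its median is -0.0081.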

Due to its similar length and location with respect to the CS we named this putative new seed type internal seed (IS).

**Figure 1:**
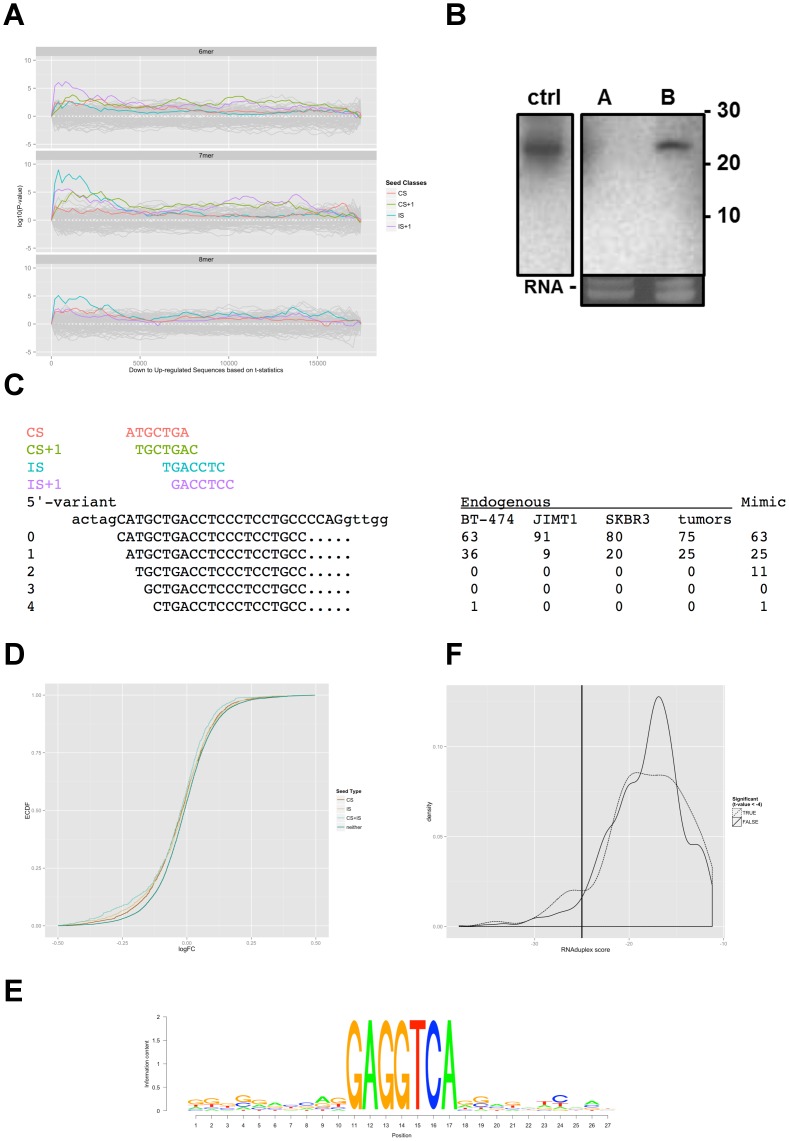
The main isoform of miR-4728-3p is 24-26nt long and interacts with its targets through an internal seed. **A.** SylArray enrichment landscape plots for 6-, 7- and 8-mer words (from top to bottom) for ranked genes from a microarray experiment of miR-4728-3p overexpression in MCF 10A. 3′ UTRs are sorted on the x-axis from most down (left) to up regulated (right). Significance of the words is given as log-transformed P-values, where over- and underrepresentation are shown on the positive and negative y axis, respectively. Highlighted are targets corresponding to canonical seed (CS, red), CS shifted by one base towards the miRNA'3′ end (CS+1, green), internal seed (IS, blue) and IS +1 (purple). CS+1 is below significance cut-off and it is not highlighted for 8-mer. **B.** Northern blot of total RNA from cells A) untransfected and B) transfected with miR-4728-3p mimics with a radiolabeled miR-4728-3p probe. Control lane shows signal from synthetic miR-4728-3p RNA and the ethidium bromide staining in the lower panel shows tRNA bands as loading control. **C.** Alignment of small RNA sequencing reads to miR-4728-3p genomic context. Positions of CS, CS+1, IS, and IS+1 are highlighted in color as in panel A above the alignment. Sequencing reads of mir-4728 in cell lines with endogenous expression (BT-474, JIMT1 and SKBR3), mimic-transfected MCF 10A (Mimic) and tumors are given to the right as percentages of total miR-4728-3p reads. **D.** Empirical cumulative distribution functions (ECDF) show effectiveness of CS and IS target sites. mRNA abundance after miRNA transfection in MCF 10A was monitored with microarrays. Distributions of changes for 3′ UTRs of mRNAs containing CS, IS, both, or neither are colored as denoted on the right. Each class contains the seed and the respective shifted seed (+1). **E.** Conservation plot. Top 250 down regulated genes from a microarray experiment of miR-4728-3p overexpression were filtered for IS and CS target sites respectively. Target sequence context of 10 bases on either side of the seeds was extracted and analyzed with multiple sequence alignment. The IS conservation plot shows conservation of the target site but not of surrounding nucleotides. **F.** Distribution of duplex energies of 3' UTRs containing IS target sites comparing genes down regulated by miR-4728-3p overexpression (t-statistics of <-4, TRUE) with unaffected genes (t-statistics ≥4, FALSE). Thermodynamic stability of hybrid formation between targets and miR-4728-3p was calculated using RNAduplex from the Vienna package. RNA duplex score is shown on the x-axis while target density is expressed on the y-axis. Folding stability is higher in a small number of regulated targets but otherwise similar to non-regulated targets, and only one motif with high duplex stability was part of a longer motif (10nt).

We speculated that a truncated miR-4728-3p, shortened by four nt at its 5' end, would convert positions 6–12 into a canonical nt 2–8 seed. Quality control of the synthetic mimics by mass spectrometry showed that more than 90% were full-length (personal correspondence with manufacturer) but their integrity could be affected after transfection. To exclude this possibility we performed a northern blot analysis with total RNA extracted from miR-4728-3p mimic transfected cells (Fig. 1B). This analysis showed that all mimics detected after transfection were in the 25 nt range as expected. To further clarify this point, we analyzed the distribution of sequenced miR-4728-3p 5′-ends obtained by crosslinking immunoprecipitation from AGO2 complexes (AGO-CLIP) in MCF 10A cells transfected with miR-4728-3p mimics. The two main 5′ isomiRs detected for miR-4728-3p were between 24–25 nt long and displayed the canonical 5′ end or a second one shortened by one base (Fig. 1C). CS and IS matches for the one nt shorter 5′ isomiRs were also detected as enriched by SylArray (labeled CS+1 and IS+1 in Figs. 1A and C) suggesting that the position of the IS, as is the case for CS, is determined by the distance to the 5′ end. Seed sites for the third most abundant 5′ variant (two nt shorter) were not significantly regulated in the array expression data and the presence of yet shorter 5′ isomiRs was negligible even if their presence cannot be completely excluded. We therefore concluded that the IS enrichment detected by SylArray was not caused by CS matches of a truncated miR-4728-3p mimic.

We then evaluated the possibility of the IS as a consequence of mere extension of CS base pairing. We found that the majority of down regulated 3′ UTRs with IS matches are devoid of CS sites. In fact, a cumulative distribution function of signals from array probes detecting 3′ UTRs carrying only CS matches (n = 1752), only IS matches (n = 1078) or both (n = 307) shows that the two seeds act independently of one another and that IS sites are sufficient for miR-4728-3p-guided repression (Fig. 1D). Interestingly, in this experiment targets with only IS sites are more down regulated than those with only CS matches in agreement with the SylArray enrichment results. The presence of an IS match also increases the level of repression for targets with CS matches causing an additive effect (Fig. 1D). These results support the existence of a functional internal seed region at positions 6–12 and suggest that miR-4728-3p is a bimodal miRNA that may alternate between seed regions 2–8 and 6–12 to specifically down regulate different target gene sets.

Next, we tested whether the GAGGTCA motif is part of longer regulatory motifs such as the centered site [26] which lacks seed pairing but has ∼11 consecutive base pairs that could overlap the IS. We analyzed word sizes from 5 to 9 nt among regulated targets, but only found significant enrichment for words between 6 nt (positions 6 to 11) and 8 nt (positions 6–13) centered on the IS match; all sharing the same 5′ position (Fig. 1A). Words longer than 8 nt were not overrepresented among down regulated genes (data not shown). This observation is analogous to the CS site of miR-1 in the control experiment (Fig. S1 in File S1). We also examined the nature of miR-4728-3p target gene interactions among the down regulated genes detected by microarrays. 

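Cells transfected with the miR-4728-3p mimic had 449 genes lower and 466 higher than control cells at an adjusted p under 0.05 from limma, and 8 of the lower and 148 of the higher genes differed by more than 1 on the log2 scale. PMEPA1, an inhibitor of TGF-beta signalling, fell the most, with a log2 intensity of 8.31 ± 0.16 (SD, n = 6) with the mimic and 9.72 ± 0.27 (SD, n = 6) in the control (log2 fold change -1.41, standard error 0.12, adjusted p = 6.63e-09 from limma). ACO1, the cytosolic aconitase, and SRF, a transcription factor of actin and growth factor response genes, had log2 fold changes of -1.36 and -1.12. BRI3BP, PID1, THOP1, a peptidase, CREB3L2, a transcription factor, HNRNPA0, an RNA-binding protein, and FAM210B had log2 fold changes between -1.26 and -0.98. Also lower were CTSB, a lysosomal protease, by a log2 fold change of -0.52, TAGLN, an actin-binding protein, by -0.58, and CDH2, the cadherin N-cadherin, by -0.53. Of 27 genes of the G2 and M phases, AURKA, a mitotic kinase, and CENPA, a centromeric histone, were lower by log2 fold changes of -0.38 and -0.35, and 25 did not pass the test, with 3 lower when adjusted over the list alone. The adjusted p of this list was 0.0117 from camera, and adjusted p = 0.226 with an estimated correlation. Of 24 genes of the actin cytoskeleton, TAGLN, CORO1C and CNN2 were lower and 21 did not pass the test, with 5 lower when adjusted over the list alone (adjusted p = 0.0872 from camera). The 250 genes with the most negative moderated t had log2 fold changes between -1.41 and -0.38, with a median of -0.54. Of these, 230 had an adjusted p under 0.01, and the largest adjusted p among the 250 was 0.0130 from limma. They held 13 of the 75 tested Table S1 genes, whose word was itself chosen on these arrays. CENPA and CNN2 no longer passed without the filter on dim probes. The count of genes lower at an adjusted p under 0.01 was 144 with an offset of 16, an alternative added after the data were seen.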

Among the top 250 down regulated genes (adjusted p-value < 0.01), 88 had IS 7-mer matches (GAGGTCA) in their 3′ UTRs. A similar analysis detected 169 3′UTRs with matches to the GAGGTC 6-mer. We extracted the 7-mer target sites together with their natural sequence context comprising 10 nt on either side of the target site. Figure 1E shows a graphical representation of the multiple sequence alignment of these fragments, confirming that the IS match is the only common motif.

To exclude the need of extensive compensatory base-paring outside the IS, we predicted the thermodynamic stability of hybrid formation between miR-4728-3p and its targets using RNAduplex [23]. Figure 1F shows the distribution of duplex energies of 3′ UTRs with IS 6-mer matches comparing down regulated genes with those carrying IS matches but unaffected by miR-4728-3p overexpression. Setting an arbitrary threshold, we examined the IS-target hybrids with highest stability and found only one example of a 10 nt uninterrupted base pairing that included the IS match (Fig. S2 in File S1). This shows that the IS motif is not part of a longer regulatory motif region and that an IS match alone, again in analogy to a typical CS match, is sufficient to direct repression of a target.

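The genes whose probes are named in Fig. S2 in File S1 for the most stable hybrids had small differences between miR-4728-3p mimic and control cells, none of which passed an adjusted p of 0.05 from limma. USP1, a deubiquitinase, had a log2 intensity of 9.74 ± 0.24 (SD, n = 6) with the mimic and 10.07 ± 0.26 (SD, n = 6) in the control (log2 fold change -0.33, standard error 0.13, adjusted p = 0.165 from limma). NISCH and LPIN1, a phosphatidate phosphatase, had log2 fold changes of -0.21 (adjusted p = 0.323 from limma) and -0.16 (adjusted p = 0.459 from limma). SLC4A5, a bicarbonate transporter, had -0.11 (adjusted p = 0.772 from limma) and VIRMA, a component of the RNA methyltransferase complex, 0.13 (adjusted p = 0.730 from limma). The probe of PGPEP1 lay below the filter, at a mean log2 intensity of 6.11 with the mimic and 5.89 in the control, and was not tested. The moderated t was below -4 for 258 of the 11820 tested genes, and for none of the 5 tested genes named here. Their standard errors of 0.10 to 0.13 limit which differences could be detected. The paper infers that IS sites can act without the canonical seed from the distribution of array probes grouped by the sites in their 3' UTRs. It also reports AGO-CLIP reads at the IS site of USP1, from cells harvested earlier than those of the arrays. For ESR1 it reports a luciferase reporter with a mutated IS site. The paper also reports that a part of the transcripts with IS peaks in their 3' UTRs fell on the arrays. For USP1, the array value leaves open whether AGO binding lowered its mRNA. With the miR-1 mimic its log2 fold change was -0.20 (standard error 0.10, adjusted p = 0.440 from limma). The genes here are too few to test the distribution of array probes, and their values do not bear on the reporter.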

### Physical interaction between IS and target RNA

To confirm the physical interaction between IS and target mRNA, we applied AGO-CLIP to MCF 10A cells transfected with miR-4728-3p mimic and matched controls. Since the down regulation profiles were obtained 32 hours post-transfection, we reasoned that the physical association had to be a preceding event and harvested the cells at 16 hours. Immunoprecipitations were prepared with AGO2-specific antibodies or the pan-AGO antibody 2A8. Sequence reads were aligned to the human genome and interaction peaks were defined as all reads mapping to seed matches and extending 10 nt in either direction. Peaks were selected as positive for miR-4728-3p, if the reads were enriched in the transfection experiments compared to the matched controls. A total of 777 regions were associated with either CS (nt 2–7, n = 449) or IS (nt 6–11, n = 328) miR-4728-3p binding. Figure 2 shows ubiquitin carboxyl-terminal hydrolase 1 (USP1) as an example of IS binding in the 3′UTR. Twenty-four 3′ UTRs were found to contain both types of seed target sites, which tended to be proximal or even overlapping.

**Figure 2:**
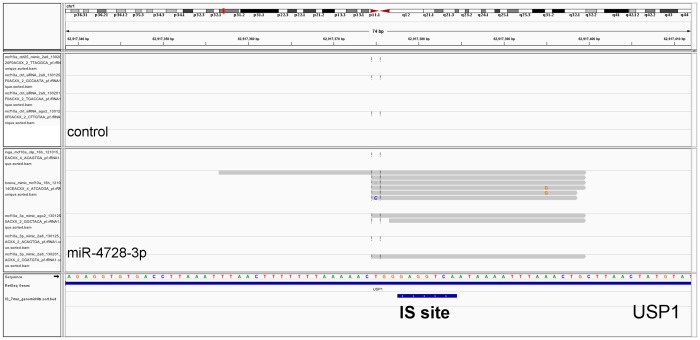
IGV view (Integrative Genomics Viewer) showing the enrichment of AGO-CLIP sequencing reads in miR-4728-3p transfected vs non-transfected control around the IS target site on the 3′UTR of the Ubiquitin carboxyl-terminal hydrolase 1 (USP1) gene. The positions of the 7- and 6-mer IS target sites are highlighted below the USP1 gene.

The cells for AGO-CLIP were harvested 16 hours earlier than for the microarray studies. Regardless, we found that 26% of transcripts with 3′ UTRs containing IS match peaks in the AGO-CLIP data were also down regulated in the array experiment, compared to 30% for CS targets. In accordance with other studies, the majority of peaks fall into coding sequences (CDS). However, as observed previously by Rudensky and co-workers [16], interaction with the CDS does not seem to lead to down regulation of targets and accordingly, enrichment analysis with SylArray performed on CDS found no overrepresentation of either seed (Fig. S3 in File S1).

### IS usage beyond miR-4728-3p

Previous studies have only identified over-representation of CS type sites among down regulated genes detected by microarray profiling following miRNA transfection [25]. Thus, we wanted to test the validity of our observations by investigating independent data sets. During the preparation of this manuscript, Tollervey and co-workers [27] reported an elegant characterization of AGO1-bound miRNA interactions using crosslinking, ligation, and sequencing of hybrids (CLASH), where the target site is identified together with its cognate miRNA by the formation of RNA chimeras, allowing unambiguous positioning of the region of interaction in the miRNA. We searched this data for interactions comprising the IS region and found that 43 out of 400 detected miRNAs (11%) were shown to be able to interact with their IS region. Overall, however, this CLASH data suggests that IS interactions are not common since they represented less than 1% of all interactions identified in the study. The list of miRNAs that utilize the IS region comprises clinically important miRNAs that have been shown to act as oncogenes or tumor suppressors such as miR-15b, miR-16, miR-17, miR-92a and miR-106b. To test whether the IS interactions detected for these miRNAs were functional, we downloaded existing expression data sets of miRNA manipulation studies from the GEO database and searched for enriched motifs with SylArray. While some data sets showed only moderate enrichment for the IS sites, a clear example of this interaction was miR-30a. Here, overexpression experiments relied on endogenous processing of miR-30a, a miRNA that has been extensively studied and whose 5′ end processing is so well characterized that its precursor has been used as backbone in many miRNA expression vectors. When examining the reported miR-30a overexpression data [28] (GEO accession #GSE29921) we found that the strongest signal corresponded to the IS match at positions 6–12 (Fig. 3), demonstrating that the functionality of the IS region is not exclusive for miR-4728-3p.

**Figure 3:**
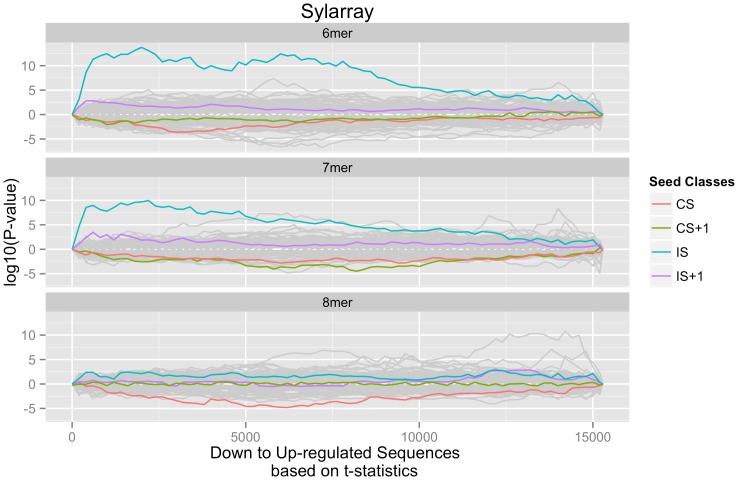
IS targeting is not restricted to miR-4728-3p. SylArray enrichment landscape from a microarray experiment of miR-30a overexpression in HCT116 cells. Data generated by Baraniskin *et al.* was analyzed by SylArray. Word designations and graph details as in Fig. 1a, with CS and IS referring to corresponding miR-30a positions.

### miR-4728-3p IS regulation connects the HER2 and ESR1 pathways

miR-4728-3p is encoded within one of the most important BC oncogenes, so we wanted to evaluate the clinical relevance of target gene regulation by the IS. Since CS and IS seem to differ only by their shifted position in relation to the 5′ end of the miRNA, we tested if target prediction algorithms designed for CS could also detect IS matches. We used TargetScan Custom 5.2 [12] and submitted the 7-mer miR-4728-3p IS as seed sequence. Among 104 predicted targets (Table S1) we found USP1, the IS interacting mRNA detected by the AGO-CLIP experiment described above (Fig. 2). Interestingly, we also observed a predicted IS match in the 3′ UTR of ESR1 close to the polyadenylation site (NM_000125), one of the preferred locations for canonical target sites [29]. This is of special interest since HER2 and ESR1 expression have been observed to be anti-correlated in HER2+ tumors [30]. We therefore measured the expression of miR-4728-3p, HER2 and ESR1 in a set of 19 Her2- and 19 Her2+ breast tumors by qPCR. Anti-correlation of HER2 and ESR1 could not be confirmed in our small sample set (Spearman rho −0.149, p = 0.541) but, interestingly, anti-correlation was evident between miR-4728-3p and ESR1 (Spearman rho −0.495, p = 0.033) (Fig. 4A), hinting at the possibility of transcription independent of its host gene or a specific regulated processing. Conventional bioinformatic predictions using TargetScan and DIANA micro-T [31] failed to detect any miR-4728-3p CS target sites in ESR1 and deep sequencing of HER2+ BC tumors showed no evidence of 5′-end truncated isomiRs (Fig. 1C), so we searched our AGO-CLIP data for support for an IS-ESR1 interaction. MCF 10A expresses very low endogenous levels of ESR1, complicating the analysis (Fig. S4 in File S1). Moreover, the IS match is proximal to a predicted mir-26a/b CS target site. Although these miRNAs are expressed at very low levels in MCF 10A cells, the association of sequencing reads to either of the two miRNA target sites is ambiguous. Still, all reads aligning to the ESR1 3' UTR were indeed found in the region of the predicted IS match (Fig. S5 in File S1).

**Figure 4:**
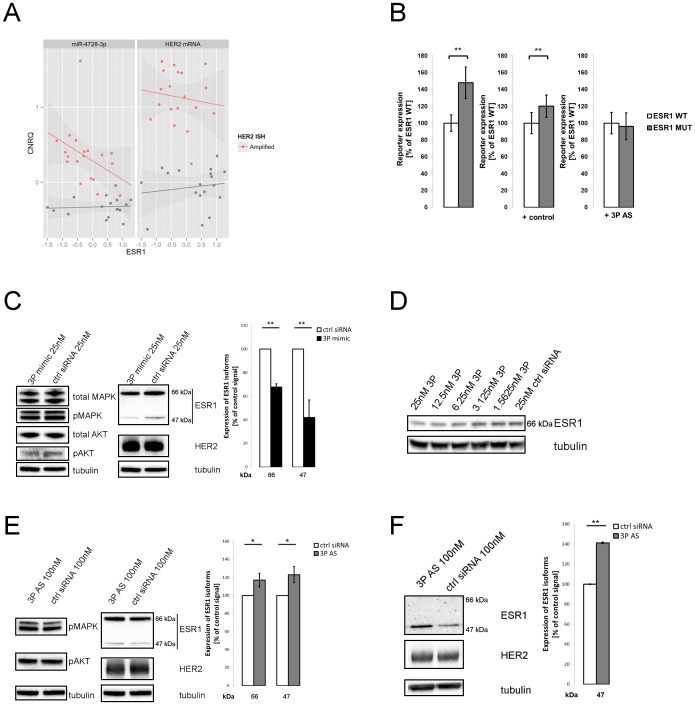
miR-4728-3p IS regulates ESR1. **A.** qRT-PCR analysis of ESR1 and HER2 transcripts and miR-4728-3p among a panel of 38 breast cancer tumors (19 HER2+, 19 HER2-). Calibrated Normalized Relative Quantity (CNRQ) of miR-4728-3p (left) and HER2 (right) is plotted against expression levels of ESR1. Tumors classified as HER2+ by ISH are shown in red, HER2- in grey. Expression was normalized to a panel of reference genes. For details see text and material and methods. **B.** Luciferase assay in BT-474 with ESR1 3′UTR constructs carrying either wild type target site of miR-4728-3p internal seed (WT) or mutated internal seed site (MUT). Firefly luciferase activity was normalized against Renilla luciferase. Reporter activity is given as % of WT in respective experiment. Repression of WT ESR1 construct by endogenous miR-4728-3p (left) is alleviated by an antisense oligo (AS) against endogenous miRNA (right) but not by a non-targeting control (middle). **C.** Western blot (left) and protein quantification (right) of ESR1 in MCF7. The two main isoforms of ESR1 (47 and 66 kDa), plotted as percentage of control signal of matching size, are down regulated upon transfection of miR-4728-3p mimics. Levels of HER2, (p)MAPK and (p)AKT remain largely unchanged. **D.** MCF7 cells were transfected with indicated concentrations of miR-4728-3p mimic. ESR1 levels show a concentration-dependent down-regulation that is most pronounced at highest tested concentration (25 nM). **E.** Western blot (left) and protein quantification (right) of ESR1 in BT474. ESR1 is up regulated when blocking endogenous miR-4728-3p with AS-oligonucleotides, while pMAPK and pAKT remain largely unchanged. **F.** Western blot (left) and protein quantification (right) of ESR1 in HCC1954 cells. ESR1 isoform of 47 kDa is up regulated under miR-4728-3p blocking. The main 66 kDa isoform is not detectable in this ER- cell line. Signals were quantified with ImageJ and normalized to total protein by Coomassie stain. Tubulin was used as a loading control. Asterisks denote p-values of <0.05 (*), and <0.005 (**) in Student′s t-test.

To investigate the regulation of ESR1 by the miR-4728-3p IS target site experimentally, we cloned a fragment of the ESR1 3' UTR containing the target region downstream of a Firefly luciferase reporter gene. Luciferase activity was normalized to Renilla luciferase and compared to an analogous vector where the IS match of miR-4728-3p was mutated from GAGGTCA to CTCCAGT. The vectors were transfected into the miR-4728-3p expressing, HER2+/ER+ cell line BT-474, to test if endogenously expressed miRNAs could use the IS and regulate the reporter. We checked the correct 5′-end processing of miR-4728-3p in these cells by deep sequencing of RNAs co-immunoprecipitated with AGO2 (Fig. 1C). Figure 4B shows that substitution of the IS site in the reporter plasmid resulted in increased luciferase activity, indicating that this single sequence mediates repression of the reporter gene. To prove that this repression is associated with miR-4728-3p, we blocked the endogenous miR-4728-3p with 2′-O-methyl antisense oligonucleotides which released the repression of the ESR1 3' UTR as expected (Fig. 4B, right).

Repression of ESR1 3′UTR by miR-4728-3p indicates a new mechanism for cross-talk between the HER2 and estrogen pathways. We therefore proceeded to validate the results of the reporter assays at ESR1 protein level. Western blotting showed that overexpression of miR-4728-3p in Her2-/ER+ MCF7 cells decreased ESR1 protein compared to transfection with a negative control (Fig. 4C). The effect was observed in both the 66 kDa and the 47 kDa isoforms that share the same 3′UTR (∼30% and ∼ 60% decrease respectively) and was concentration-dependent (Fig. 4D). In accordance with these results, blocking endogenous miR-4728-3p with antisense 2′-O-methyl oligonucleotides in HER2+/ER+ BT-474 and HER2+/ER- HCC1954 cells (both endogenously expressing miR-4728-3p, see Fig. S4 in File S1) resulted in an increase of ESR1 protein levels (Fig. 4E and 4F). In HCC1954 cells only the 47 kDa ESR1 isoform was detected. Here, miR-4728-3p down-regulates ESR1 to around 70% (Fig. 4F). ESR1 protein levels have been reported to be regulated by HER2 overexpression through downstream targets such as MAPK1 and AKT1 [32]. To exclude that the observed down regulation of ESR1 proceeds through these pathways rather than by miR-4728-3p-mediated repression, we assessed total HER2 expression as well as levels of activated pMAPK1 and pAKT in our experiments. Total amounts of HER2, pMAPK1 and pAKT1 mostly remain unchanged at this time point (Fig. 4D and 4E, left) and any observed changes rather indicated a slight decrease in MAPK1 upon miR-4728-3p up regulation. These results show that the regulation of ESR1 does not proceed through an indirect effect on these pathways and confirm that a miR-4728-3p IS interaction functionally connects the two major BC biomarkers.

## Discussion

We have demonstrated that the *HER2* gene is a bi-functional locus. It encodes the growth factor receptor and regulates target genes through its embedded miRNA. This work provides new insight into the role of HER2 in carcinogenesis. In turn, it led us to the discovery of a new mechanism for miRNA action. We have shown that miR-4728-3p can use positions 6-12 instead of the canonical 2-8 seed sequence for interaction with its targets. The position of the IS with respect to the 5' end suggests structural constraints. Aligning the IS regions of miR-4728-3p and other miRNAs from published data failed to identify a clear IS consensus sequence. This indicates that, just as for CS sites, any nucleotide sequence could function as an IS and no specific molecular interaction between specific nucleotides and AGO is required. Structural studies propose that AGO proteins prearrange the seed region in an A-form conformation, exposing the edges of the CS bases of the guide RNA to the solvent to better anneal to the target [33]. The structure of the CS in the complex is disrupted in the IS region where solvent exposure of the bases is not maximized for interaction [34]. The most common miR-4728-3p isomiRs in HER2+ cells are 24-26 nt in length with the longest isomiR ending in a non-templated U, probably the product of post-transcriptional uridylation [35]. Therefore, it may be possible that after anchoring to the MID and PAZ domains, such a long guide RNA may be forced to shift position in the RNA groove.

Exceptions to the seed rule have been observed before, but the biological consequences of these interactions have only been described in detail in very few cases including, for instance, extensive centered base pairing [26] or randomly distributed pairing over the whole miRNA length as in the case of miR-24 [18]. Unlike all these examples, the fixed position with respect to the 5' end of the miRNA could make the IS amenable for bioinformatic predictions, as the ESR1 and USP1 examples described here show. In case these predicted interactions are verified, even if it can be anticipated that they are rare, it may be possible uncover a number of unexpected connections between cancer-related miRNAs and different well-known oncogenes or tumor suppressors. As an example, mir-15a IS is predicted to target PTEN; mir-30a could interact with ERBB4 or FOXO1; mir-106b with CAV1 or FOXO3, etc.

Regardless of these speculations, the proven IS activity of miR-4728-3p may have interesting clinical implications. We show here that endogenous miR-4728-3p regulates ESR1 and that the long isoforms responsible for this IS interaction are the most common isomiRs found in HER2+ BC cell lines. We speculated whether this observation could be important for actual BC tumors. When analyzing small RNA sequencing data generated in our laboratory in the context of a parallel project, we found that the long 24-26 nt isomiRs are also consistently the most common isoforms expressed in HER2+ tumors (Fig. 1C). As mentioned above, it has previously been observed that HER2 and ESR1 expression tend to be inversely correlated. Consequently, the fraction of ER+ tumors is lower among HER2+ tumors compared to HER2-. Additionally, HER2+/ER+ tumors consistently display lower ESR1 expression levels than ER+ tumors outside this group. Protein and RNA quantitation analyses of primary tumor samples have shown that HER2 and ESR1 expression are anti-correlated in HER2+ tumors, while they tend to be uncorrelated or even positively correlated in HER2- tumors [36]. Here we show that *HER2* amplification may lead to ESR1 down-regulation through the IS activity of miR-4728-3p and that miR-4728-3p is even more anti-correlated to ESR1 than is HER2 in our sample set. Furthermore, this anti-correlation is more pronounced among HER2+ tumors, which is probably the consequence of miR-4728-3p reaching the concentration levels required for target suppression. This is particularly important, since HER2 amplification is believed to be a mechanism of developing endocrine therapy resistance. Several clinical and preclinical studies have found HER2 amplification to be associated with poor outcome in patients treated with tamoxifen, indicating that a mechanistic interconnection of the two pathways may have clinical consequences [36], [37]. Hyper-activation of the HER2 receptor leads to negative regulation of FOXO3a, a transcription factor controlling ESR1 through PI3K/AKT signaling [38] and HER2-induced MAPK activation as well as carboxy-terminal HER2 fragments have been shown to be implicated in ESR1 down regulation [39]. Although sufficient to affect ESR1, miR-4728-3p activity exerts a limited effect on expression levels of estrogen responsive genes in our experimental set up (data not shown). This suggests that while miR-4728-3p activity alone may not result in tamoxifen resistance, it adds an additional layer of regulation to the highly complex interplay of ESR1 and HER2 in BC.

## Supporting Information

Table S1 **List of predicted IS targets.**
(PDF)

Table S2 **List of primer sequences used to generate qPCR/qRT-PCR expression data.**
(PDF)

File S1 **A text file containing Supporting Figures S1, S2, S3, S4 and S5.**
(DOCX)

# Supplementary material for: The HER2-Encoded miR-4728-3p Regulates ESR1 through a Non-Canonical Internal Seed Interaction
**Source:** PLoS One. 2014 May 14;9(5):e97200. doi: 10.1371/journal.pone.0097200
**Supplement:** Table S1 — List of predicted IS targets.

Target gene	Gene name	Conserved sites			
		total	8mer	7mer-m8	7mer-1A
SMG1	PI-3-kinase-related kinase SMG-1	2	1	0	1
SSR3	signal sequence receptor, gamma (translocon-associated protein gamma)	2	1	0	1
TNNI1	troponin I type 1 (skeletal, slow)	2	1	0	1
APLN	apelin	1	1	0	0
BCL11B	B-cell CLL/lymphoma 11B (zinc finger protein)	1	1	0	0
C1orf43	chromosome 1 open reading frame 43	1	1	0	0
CNTNAP1	contactin associated protein 1	1	1	0	0
CRTC2	CREB regulated transcription coactivator 2	1	1	0	0
CSF1R	colony stimulating factor 1 receptor	1	1	0	0
DDX54	DEAD (Asp-Glu-Ala-Asp) box polypeptide 54	1	1	0	0
FLJ11151	hypothetical protein FLJ11151	1	1	0	0
GBA2	glucosidase, beta (bile acid) 2	1	1	0	0
GOSR1	golgi SNAP receptor complex member 1	1	1	0	0
IGF2	insulin-like growth factor 2 (somatomedin A)	1	1	0	0
IKZF2	IKAROS family zinc finger 2 (Helios)	1	1	0	0
LEP	leptin	1	1	0	0
LOXL3	lysyl oxidase-like 3	1	1	0	0
MEOX1	mesenchyme homeobox 1	1	1	0	0
MEX3A	mex-3 homolog A (C. elegans)	1	1	0	0
MPP2	membrane protein, palmitoylated 2 (MAGUK p55 subfamily member 2)	1	1	0	0
MRFAP1L1	Morf4 family associated protein 1-like 1	1	1	0	0
MRPL11	mitochondrial ribosomal protein L11	1	1	0	0
MYADM	myeloid-associated differentiation marker	1	1	0	0
OSM	oncostatin M	1	1	0	0
PDLIM2	PDZ and LIM domain 2 (mystique)	1	1	0	0
PIB5PA	phosphatidylinositol (4,5) biphosphate 5-phosphatase, A	1	1	0	0
PPP2R5D	protein phosphatase 2, regulatory subunit B', delta isoform	1	1	0	0
PURB	purine-rich element binding protein B	1	1	0	0
RAB11FIP1	RAB11 family interacting protein 1 (class I)	1	1	0	0
RAG1	recombination activating gene 1	1	1	0	0
RP1L1	retinitis pigmentosa 1-like 1	1	1	0	0

SCRT2	scratch homolog 2, zinc finger protein (Drosophila)	1	1	0	0
SEMA3E	sema domain, immunoglobulin domain (Ig), (semaphorin) 3E	1	1	0	0
SETX	senataxin	1	1	0	0
SLC30A3	solute carrier family 30 (zinc transporter), member 3	1	1	0	0
SLC30A8	solute carrier family 30 (zinc transporter), member 8	1	1	0	0
SLC39A10	solute carrier family 39 (zinc transporter), member 10	1	1	0	0
SMURF1	SMAD specific E3 ubiquitin protein ligase 1	1	1	0	0
SUSD1	sushi domain containing 1	1	1	0	0
TLR4	toll-like receptor 4	1	1	0	0
TNPO1	transportin 1	1	1	0	0
USP1	ubiquitin specific peptidase 1	1	1	0	0
ZNF24	zinc finger protein 24	1	1	0	0
ZNF592	zinc finger protein 592	1	1	0	0
ZNF629	zinc finger protein 629	1	1	0	0
ATRN	attractin	1	0	1	0
BTG1	B-cell translocation gene 1, anti-proliferative	1	0	1	0
CALN1	calneuron 1	1	0	1	0
CD28	CD28 molecule	1	0	1	0
DYRK1A	dual-specificity tyrosine-(Y)-phosphorylation regulated kinase 1A	1	0	1	0
FZD4	frizzled homolog 4 (Drosophila)	1	0	1	0
GABRE	gamma-aminobutyric acid (GABA) A receptor, epsilon	1	0	1	0
IMPDH1	IMP (inosine monophosphate) dehydrogenase 1	1	0	1	0
KCNE3	potassium voltage-gated channel, Isk-related family, member 3	1	0	1	0
KRT76	keratin 76	1	0	1	0
MARK4	MAP/microtubule affinity-regulating kinase 4	1	0	1	0
NAV1	neuron navigator 1	1	0	1	0
PBX1	pre-B-cell leukemia homeobox 1	1	0	1	0
SDC1	syndecan 1	1	0	1	0
SLC45A3	solute carrier family 45, member 3	1	0	1	0
SUV39H1	suppressor of variegation 3-9 homolog 1 (Drosophila)	1	0	1	0
TERF2	telomeric repeat binding factor 2	1	0	1	0
TMEM132B	transmembrane protein 132B	1	0	1	0
**ESR1**	**estrogen receptor 1**	1	0	0	1

ARFIP2	ADP-ribosylation factor interacting protein 2 (arfaptin 2)	1	0	0	1
C10orf104	chromosome 10 open reading frame 104	1	0	0	1
C15orf55	chromosome 15 open reading frame 55	1	0	0	1
C3orf10	chromosome 3 open reading frame 10	1	0	0	1
CALCR	calcitonin receptor	1	0	0	1
CNNM3	cyclin M3	1	0	0	1
DDX3X	DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, X-linked	1	0	0	1
DENND1A	DENN/MADD domain containing 1A	1	0	0	1
EIF5A2	eukaryotic translation initiation factor 5A2	1	0	0	1
ELMO2	engulfment and cell motility 2	1	0	0	1
FOXA1	forkhead box A1	1	0	0	1
GATAD2B	GATA zinc finger domain containing 2B	1	0	0	1
ITCH	itchy E3 ubiquitin protein ligase homolog (mouse)	1	0	0	1
LIMD1	LIM domains containing 1	1	0	0	1
LYRM1	LYR motif containing 1	1	0	0	1
MRFAP1	Mof4 family associated protein 1	1	0	0	1
NPTXR	neuronal pentraxin receptor	1	0	0	1
ORMDL3	ORM1-like 3 (<i>S. cerevisiae</i>)	1	0	0	1
PIP4K2B	phosphatidylinositol-5-phosphate 4-kinase, type II, beta	1	0	0	1
PLAGL2	pleiomorphic adenoma gene-like 2	1	0	0	1
PLEKHH3	pleckstrin homology domain containing, family H member 3	1	0	0	1
PML	promyelocytic leukemia	1	0	0	1
RAB6A	RAB6A, member RAS oncogene family	1	0	0	1
RC3H1	ring finger and CCCH-type zinc finger domains 1	1	0	0	1
RECQL5	RecQ protein-like 5	1	0	0	1
SH3PXD2A	SH3 and PX domains 2A	1	0	0	1
SH3TC2	SH3 domain and tetratricopeptide repeats 2	1	0	0	1
SHANK2	SH3 and multiple ankyrin repeat domains 2	1	0	0	1
SLC10A7	solute carrier family 10, member 7	1	0	0	1
SLC5A12	solute carrier family 5 (sodium/glucose cotransporter), member 12	1	0	0	1
SMYD3	SET and MYND domain containing 3	1	0	0	1
SNX27	sorting nexin family member 27	1	0	0	1
SRGAP3	SLIT-ROBO Rho GTPase activating protein 3	1	0	0	1

STK4	serine/threonine kinase 4	1	0	0	1
SYNGR1	synaptogyrin 1	1	0	0	1
SYS1	SYS1 Golgi-localized integral membrane protein homolog (<i>S. cerevisiae</i>)	1	0	0	1
TNFAIP1	tumor necrosis factor, alpha-induced protein 1 (endothelial)	1	0	0	1
XPO4	exportin 4	1	0	0	1
ZDHHC16	zinc finger, DHHC-type containing 16	1	0	0	1
ZNF648	zinc finger protein 648	1	0	0	1

# Supplementary material for: The HER2-Encoded miR-4728-3p Regulates ESR1 through a Non-Canonical Internal Seed Interaction
**Source:** PLoS One. 2014 May 14;9(5):e97200. doi: 10.1371/journal.pone.0097200
**Supplement:** Table S2 — List of primer sequences used to generate qPCR/qRT-PCR expression data.

primer name   target gene

ACTB.R	Actin	CTGGATAGCAACGTACATGG
RN7SL.R	Homo sapiens RNA, 7SL, cytoplasmic	CAGGTCCAGTTTTTTTTTTTTTTAGAGACG
RN7SL.F	Homo sapiens RNA, 7SL, cytoplasmic	GAATAGCCACTGCACTCCAG
RNU6.R	Homo sapiens RNA, U6 small nuclear	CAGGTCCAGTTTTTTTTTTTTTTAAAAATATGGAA
RNU6.F	Homo sapiens RNA, U6 small nuclear	CGCAAGGATGACACGCAAATTC
SNORD48.F	Homo sapiens small nucleolar RNA, C/D box 48	GTGATGATGACCCCAGGTAAGTC
SNORD48.R	Homo sapiens small nucleolar RNA, C/D box 48	CAGGTCCAGTTTTTTTTTTTTTTGGTCAGA
let7a.F	hsa-let-7a	GCAGTGAGGTAGTAGGTTGT
let7a.R	hsa-let-7a	GGTCCAGTTTTTTTTTTTTTTAACTATAC
miR.191.5p.F	hsa-miR-191 5p	CGCAGCAACGGAATCCCAAA
miR.191.5p.R	hsa-miR-191 5p	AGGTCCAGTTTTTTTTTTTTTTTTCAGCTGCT
ESR1.ex.1.2.F	Estrogen receptor alpha exon junction 1-2	GCATTCTACAGGCCAAATTCA
ESR1.ex.1.2.R	Estrogen receptor alpha exon junction 1-2	ACTGGCCAATCTTTCTCTGC
ESR1.ex.7.8.F	Estrogen receptor alpha exon junction 7-8	CCTCATCCTCTCCCACATCA
ESR1.ex.7.8.R	Estrogen receptor alpha exon junction 7-8	AGATGCTCCATGCCTTTGTT
ESR1.3UTR.F	Estrogen receptor alpha 3' UTR	ACACAGACCCCTTTGCATTC
ESR1.3UTR.R	Estrogen receptor alpha 3' UTR	TGTAGTGCACAAAAAGCATTG
ERBB2.exon2.3.F	Receptor tyrosine-protein kinase erbB-2 exon junction 2-3	GTCCTTCCTGCAGGATATCCA
ERBB2.exon2.3.R	Receptor tyrosine-protein kinase erbB-2 exon junction 2-3	CACTTGTTGTGAGCGATGAG
ERBB2.ex.23.24.F	Receptor tyrosine-protein kinase erbB-2 exon junction 23-24	CCCATCTGCACCATTTGATGTC
ERBB2.ex.23.24.R	Receptor tyrosine-protein kinase erbB-2 exon junction 23-24	GAGTCAATCATCCAACATTTGACC

# Supplementary material for: The HER2-Encoded miR-4728-3p Regulates ESR1 through a Non-Canonical Internal Seed Interaction
**Source:** PLoS One. 2014 May 14;9(5):e97200. doi: 10.1371/journal.pone.0097200
**Supplement:** File S1 — A text file containing Supporting Figures S1, S2, S3, S4 and S5.

**SUPPORTING INFORMATION**

**The HER2-encoded miR-4728-3p regulates ESR1 through a non-canonical internal seed**

Inga Newie, Rolf Soekilde, Helena Persson, Dorthe Grabau, Natalia Rego, Anders Kvist, Kristoffer von Stedingk, Håkan Axelson, Åke Borg, Johan Vallon-Christersson and Carlos Rovira

**Supporting Figure Legends**

**Supporting Figure S1**

miR-1 mimic transfection shows expected regulation of its targets with the canonical seed. SylArray enrichment landscape plots for 6-, 7- and 8-mer words (from top to bottom) for ranked genes from a microarray experiment of miR-1 overexpression in MCF 10A. 3’ UTRs are sorted on the x-axis from most down regulated (left) to most up regulated (right). Significance of the words is given as log10(P-value) with positive values corresponding to enrichment and negative values to depletion. Highlighted are words corresponding to canonical seed (CS, red), CS shifted by one base towards the miRNA’s 3’ end (CS+1, green), internal seed (IS, blue) and IS +1 (purple). Most highly enriched word is the 7-mer CS.

**Supporting Figure S2**

Predicted base paring between mir-4728-3p internal seed and targets displaying the

most stable RNAduplex scores as calculated with the Vienna RNA package RNA- duplex function.

**Supporting Figure S3**

Interaction with the CDS does not lead to down regulation of targets. SylArray enrichment landscape plots for 6-, 7- and 8-mer words (from top to bottom) for ranked genes from a microarray experiment of miR-4728-3p overexpression in MCF 10A. 3’ UTRs are sorted on the x-axis from most down regulated (left) to most up regulated (right). Significance of the words is given as log10(P-value) with positive values corresponding to enrichment and negative values to depletion. Highlighted are words corresponding to canonical seed (CS+1, green) and internal seed (purple) shifted by one base towards the miRNA’s 3’ end. Not all seeds are included in the figure, due to the thresholds of the SylArray algorithm on p-values. The CS and IS seeds are non-significant and therefore not found in the output from SylArray. No target enrichment can be observed among the coding sequences (CDS).

**Supporting Figure S4**

Expression levels of selected genes in investigated cell lines. BT474 (left), HCC1954 (middle) and MCF 10A (right) were cultured under standard conditions (see material and methods). TRIZOL was used to extract RNA, which was DNase-treated before reverse transcription. Amplification with primers given in supporting table 2 was monitored with SYBR green reagent. Expression levels of ESR1 (light grey) and HER2 (dark grey) were normalized to GAPDH, while miR-4728-3p expression (black) was adjusted to let-7a and GAPDH levels (assuming an assay efficiency of 100% for all reactions). HER2 and ESR1 status of investigated cell lines correspond to expression levels reported in literature.

**Supporting Figure S5**

Alignment of AGO-CLIP reads from mir-4728-3p transfected MCF10A cells to the ESR1 3’UTR. Alignment of sequencing reads within ESR1 from AGO-CLIP of miR-4728-3p transfected MCF 10A shown in UCSC genome browser. Upper panel contains full length ESR1. Reads are only detected in a very narrow area magnified in the lower panel. Binding sites for miR-26a/b and IS of miR-4728-3p are boxed.

**Supporting Figure S1**

**Supporting Figure S2**

ILMN_2273224

target 5' AAUCA A UCA A 3'

GG GCAG GG GGAGGUCA

CC CGUC CU CCUCCAGU

miRNA 3' GA C C CGUAC 5'

ILMN_2273224

target 5' CAG UCA AGCC 3'

AGG GGAGGUCA

UCC CCUCCAGU

miRNA 3' GACCCCG UC CGUAC 5'

ILMN_1741841

target 5' A A C U C 3'

G GGU G GGGGGA

C CCG C CUCCCU

miRNA 3' GA C U CCAGUCGUAC 5'

ILMN_1741841

target 5' U UA U U 3'

GGCAG GG GAGGUCG CAUG

CCGUC CU CUCCAGU GUAC

miRNA 3' GACC CC C 5'

ILMN_1735827

target 5' CU CAA U U 3'

U AG GGAGGUC

G UC CCUCCAG

miRNA 3' GACCCC UCC UCGUAC 5'

ILMN_1696975

target 5' UAAA ACU AAUAAAAUUU 3'

A GGGAGGUCA

U CCCUCCAGU

miRNA 3' GACCCCG CCU CGUAC 5'

ILMN_1707513

target 5' C CCU C C 3'

CAG GGGAGGUC AG AUG

GUC CCCUCCAG UC UAC

miRNA 3' GACCCC CU G 5'

ILMN_1707513

target 5' CACCCA U G 3'

GGGU GAGGUC GGU

CCCG CUCCAG UCG

miRNA 3' GAC UCCUCC UAC 5'

ILMN_1671554

target 5' AC U UCU UC A AA 3'

C GGA GAGGUC UG G

G CCU CUCCAG GU C

miRNA 3' GACCCC U CC UC A 5'

ILMN_1671554

target 5' U UGCU UGU G 3'

CAG GA GAGGUCA GC UG

GUC CU CUCCAGU CG AC

miRNA 3' GACCCC CC U 5'

**Supporting Figure S3**

**Supporting figure S4**

**Supporting Figure S5**

How the deposited data were processed for this re-analysis (not part of the article)

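Gene expression was measured in MCF 10A cells with Illumina bead arrays in 2 experiments: 6 arrays of miR-4728-3p mimic and 6 of control cells, and 4 arrays of miR-1 mimic and 4 of control cells. The authors deposited, for each experiment, signal intensities per probe before normalization and intensities that they had normalized on the BASE server. Neither table holds detection p-values or control probes. From the values, the normalized intensities are linear and nearly share their quartiles across the arrays of an experiment. Their median was 121.83 in every miR-4728-3p and control array of that experiment, and 110.65 to 110.7 in the arrays of the miR-1 experiment. Within an array they nearly keep the order of the unnormalized intensities, with a Spearman correlation of at least 0.9996. All 20 arrays were used, each under the condition its label gives.

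The unnormalized intensities were corrected for background with normexp (offset 50), quantile normalized within each experiment and put on the log2 scale in R 4.3.3 with limma 3.58.1. The design had named neqc, with an offset of 16, and a filter on detection p-values, and the alternative it gave for tables without detection p-values was used. The offset of 50 of that alternative gave more changed genes than an offset of 16 did. Probes with a mean above the median of all values were tested with lmFit and eBayes, without a replicate block, and p-values were adjusted over the tested probes by the method of Benjamini and Hochberg. The experiments were fitted apart because they were run on different arrays. Gene names came from the platform annotation, updated through gene identifiers with the gene table of GRCh38.p14, which was used for names only. Of the miR-4728-3p probes, 27578 had 1 gene name, 13 had several and 21212 had none in that annotation. Of the miR-1 probes these were 30113, 8 and 17202. Probes with several names were given none, and the tested probe with the highest mean stood for its gene. Of 499 gene symbols on the lists, 2 could not be matched.

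The gene lists, the design, the rule for named genes and the first set of alternatives were fixed before the data were examined. There were 19 lists: Table S1 genes, reported miR-1 targets, estrogen-responsive genes, interferon response, cell cycle G2 and M, DNA replication and S phase, p53 targets, basal and squamous epithelial genes, luminal epithelial genes, mesenchymal genes, blood and endothelial cell markers, skeletal and cardiac muscle genes, miRNA pathway, ERBB, MAPK and AKT signalling, cholesterol synthesis, ATF4 and unfolded protein response, glycolysis and hypoxia, vacuolar ATPase and lysosome, and actin cytoskeleton. A list was tested if at least 5 of its genes were. The list tests were camera with a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists, and an exact permutation test of the mean of the list per array relative to all tested genes. The named genes are the 10 largest decreases and the 10 largest increases among genes past an adjusted p of 0.05 whose mimic and control arrays do not overlap, the genes the paper names as measured or targeted, and from each list up to 4 members with the smallest p. A part of the rule that needs classes of 3' UTR sites was not applied. The genes of Fig. S2 in File S1 lie outside this rule, apart from USP1, and were taken from that figure.

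The limma step was tested on simulated arrays with the means and spreads of the real probes. In the miR-4728-3p setting, 50 of 100 probes changed by 0.5 on the log2 scale and 74 of 100 changed by 1 were recovered, with 4 false calls; 87 and 74 of them had stayed above the filter. In the miR-1 setting, 60 of 100 and 78 of 100 were recovered, with 7 false calls; 90 and 81 had stayed above the filter. The filter on mean intensity thus removes part of the genes near background. The changed probes were drawn from those that passed the filter in the real data, and were raised or lowered. The counts do not show how the loss divides between raised and lowered probes. Figures were drawn with matplotlib 3.10.9 and tables assembled with pandas 2.3.3 in Python 3.11.15.

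The alternatives were the authors' normalized values, no background correction (with 1 added before the log), no filter, the replicate number as a block, array weights, eBayes with trend and robust, an estimated correlation, and leaving out each array in turn. An offset of 16, a filter at the 75th percentile, leaving out each array of the miR-4728-3p experiment, leaving the interferon genes out of the comparison set and permuting the site classes of Table S1 across genes, also without each gene in turn, were added after the data were seen. No genome sequence was used here, so the search of 3' UTRs and coding sequences for seed words, the comparison of seed classes, the count of IS matches among the lowered genes, the flanking sequence and the duplex energies were not analysed here. The number of arrays limits the precision of all values.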

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

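The tests of the interferon pattern were chosen after the result was seen. The interferon response genes rose by 4.38 on the log2 scale with the miR-4728-3p mimic, relative to all tested genes, a group of genes that the paper does not discuss. Against an effect shared with the miR-1 mimic speaks the shift of 0.0011 in the miR-1 arrays. These were a separate experiment on another array version, and do not cover other mimics. For both experiments the labels give a dose of 100 nM and the methods 25 nM or 100 nM, so an equal dose is not certain. Against a few arrays speaks that the lowest mimic array lay 3.72 above the highest control array, and against the normalization that the smallest shift over the alternatives was 4.09. Blood cells in the mimic cultures were to show as a rise of at least 0.5 in their markers. It was 0.21 (exact permutation test, two-sided, p = 0.00216), with CD68 alone past the threshold. The cultures are of an epithelial cell line, so the design holds no source of blood cells. The test itself is weak: 4 of the 6 tested markers lay near the filter. CD68 and CD14 were well above it in the control too, at mean log2 intensities of 9.06 and 10.22. Open, and not tested, are a response of the cells to the sequence, length or chemistry of the miR-4728-3p duplex and an effect through genes that the miRNA regulates. The labels give the control as a non-targeting siRNA, but the methods also list a 25 nt control, and neither gives the length or chemistry of the control on these arrays. The rise may thus be a cell response to this mimic, as a hypothesis, and how much of the other changes follows from it cannot be read from these arrays.

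The lists given next, which the paper does not discuss, are those that camera called with the preset correlation of 0.01, with their shift in mean against all tested genes. In the miR-4728-3p experiment, the shift of the cell cycle G2 and M genes was -0.17 (adjusted p = 0.226 from camera with an estimated correlation). In the miR-1 experiment, the shift was 0.26 for the luminal epithelial genes, with 0.18 for the basal and squamous genes and 0.26 for the cholesterol synthesis genes. There the DNA replication and S phase genes shifted by -0.096. For the ATF4 and unfolded protein response genes the shift of -0.20 had p = 0.0857 in the exact permutation test (two-sided): the score of mimic replicate 2 (1.37) lay within the range of the controls (1.32 to 1.44), and that of mimic replicate 4 was lowest (0.92). With an estimated correlation, the luminal list alone among these 5 was called by camera. Lists that camera did not call also had an exact permutation p under 0.05 (two-sided), in the miR-4728-3p experiment reported miR-1 targets, estrogen-responsive genes, DNA replication and S phase (-0.12), p53 targets (0.072), mesenchymal genes (-0.16), blood and endothelial cell markers, the miRNA pathway (-0.13), cholesterol synthesis (-0.080), vacuolar ATPase and lysosome (-0.088) and the actin cytoskeleton (-0.13). In the miR-1 experiment these were p53 targets (0.063), mesenchymal genes (-0.10) and ERBB, MAPK and AKT signalling (-0.060). That test alone thus does not single out the lists above.

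A single array stood apart from the others of its group for 26 of 432 groups of values examined, where about 21.6 would do so by chance. In the miR-4728-3p experiment, mimic replicate 2 was lowest for 5 of them: ATP6V1C1 (log2 intensity 7.02), MYH9 (11.63), SRF (8.85), TRIB3 (9.85) and the score of DNA replication and S phase genes (1.62). Without this array, 341 genes were lower and 399 higher. Control replicate 1 stood apart for 4: it was lowest for CREB3L2 (8.88), PID1 (9.10) and the score of cell cycle G2 and M genes (1.84), and highest for HNRNPA0 (10.43). Without it, 405 genes were lower and 467 higher. Mimic replicate 6 was lowest for BCL2 (6.24) and CORO1C (9.31), control replicate 6 for CORO1C (9.87) and CTSL (11.74), mimic replicate 1 for DSG3 (9.23) and control replicate 3 for ERBB2 (8.85).

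In the miR-1 experiment, mimic replicate 4 was lowest for SIAH2 (7.10) and the score of estrogen-responsive genes (0.43), mimic replicate 3 was lowest for ATP6V1E1 (11.23) and mimic replicate 1 highest for KIF20A (10.76). Of its controls, replicate 1 was highest for BBC3 (6.81), replicate 2 for HSPA1B (9.96) and ID3 (9.69), replicate 3 for CTSB (9.14) and replicate 4 for MUC1 (10.43). Control replicate 3 was lowest for the scores of the miRNA pathway (0.56) and of the Table S1 genes (-0.19).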

How the results depend on the processing

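The offset of 16, the filter at the 75th percentile, the left-out arrays of the miR-4728-3p experiment, the alternatives of the interferon score and the comparison set without interferon genes were added after the data were seen. The design had named the value of 16 beforehand, but for neqc, which was not run. No result changed direction past its threshold under the alternatives run. The shift of the Table S1 genes in the miR-4728-3p arrays ran from -0.23 to -0.13, and that of the interferon genes from 4.09 to 4.72. Among named genes, 86 of the miR-4728-3p and 115 of the miR-1 comparisons with an alternative lost the threshold and 46 and 25 gained it, while 1659 and 1292 stayed on their side. With no filter, camera called 5 lists in the miR-4728-3p experiment, against 3. With an estimated correlation, it called 2 lists in the miR-1 experiment, against 6. With an offset of 16, 144 genes were lower at an adjusted p under 0.01 in the miR-4728-3p experiment, and in the miR-1 experiment 83 were lower, 99 higher and 11 lower at 0.01. The cause was not tested. Leaving out an array of the miR-1 experiment, which also leaves fewer arrays, gave 74 to 119 genes lower, 90 to 150 higher and 16 to 32 lower at 0.01, against 147, 173 and 51, and 83.7% to 95.3% of reported targets below 0. The count of lower genes moved by over 1.5 times without mimic replicate 3 (77) and without control replicates 1 (88), 3 (91) and 4 (74), and that of higher genes without mimic replicates 1 (115) and 3 (101) and control replicates 1 (105), 3 (114) and 4 (90). At 0.01 it moved without any of the arrays. In the miR-4728-3p experiment the ranges were 333 to 436, 396 to 470 and 162 to 208. With the replicate number as a block, 37 genes were lower, 67 higher and 5 lower at 0.01 in the miR-1 experiment, and 348 were lower and 417 higher in the miR-4728-3p experiment. The numbers do not pair the arrays: same-numbered arrays had deviations from their group means with r across probes of -0.39 to 0.041 and -0.12 to 0.059, and 0 pairs correlated best with their own number. Filters on detection p-values and a block for the bead chip could not be run, as the tables hold neither, and alternatives for seed classes, words, coding sequences, IS matches and duplex energies were not run, for want of a genome sequence. Genes near background, such as ESR1, cannot be followed at this signal.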

Differences from the paper's values

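The paper takes its most strongly lowered genes of the miR-4728-3p experiment, 250 in number, at an adjusted p under 0.01. Here 230 genes were lower at that threshold from limma. Of the alternatives set before the data were examined, the authors' normalized values gave 278, no background correction 278 and eBayes with trend and robust 260, while no filter gave 203, the replicate block 164 and array weights 239. Of the alternatives added after the values were seen, a filter at the 75th percentile gave 256 and an offset of 16 gave 144. Leaving out each array in turn, which also leaves fewer arrays, gave 162 to 208.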

Other observations

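The score of the Table S1 genes in the miR-1 arrays was planned, but its use to judge an effect common to both transfections was set after a result was seen. The permutation of their site classes across genes and the values without FZD4 or MRPL11 were also chosen after a result was seen. Members of further lists also changed in cells transfected with the miR-4728-3p mimic, and some of these genes were named earlier. ADM, a vasodilator peptide, rose by a log2 fold change of 0.75 (standard error 0.10, adjusted p = 1.57e-05 from limma), and was the 1 of 19 glycolysis and hypoxia genes that passed the test, with 3 lower and 2 higher when adjusted over the list alone. ATF3, a stress-induced transcription factor, rose by 1.03, while TRIB3 and PSAT1 were lower by -0.52 and -0.41, so that 2 of 20 ATF4 and unfolded protein response genes were lower and 1 higher, also over the list alone. FOXA1, which is also among the lower Table S1 genes, was lower by -0.43 and MUC1 higher by 0.49 among 12 luminal genes. When adjusted over the list alone, 1 was lower and 2 higher. TAGLN and CDH2 were the 2 of 11 mesenchymal genes that were lower, and CTSB and ATP6V1C1 the 2 of 21 vacuolar ATPase and lysosome genes, with 2 lower, and 3 lower and 1 higher, when adjusted over the list alone. STC2 was the 1 of 11 estrogen-responsive genes that was lower (log2 fold change -0.53, adjusted p = 0.00815 from limma), GINS2 the 1 of 24 of DNA replication, and PRKRA the 1 of 15 of the miRNA pathway, each also 1 when adjusted over the list alone. DSG3, a desmosomal cadherin, was the 1 of 11 basal and squamous genes that was higher, and 1 when adjusted over the list alone. By limma, no gene passed among 18 p53 targets (0 lower and 4 higher at an unadjusted p under 0.05), 20 genes of ERBB, MAPK and AKT signalling (3 lower, 0 higher) and 16 of cholesterol synthesis (3 lower, 1 higher). Of 42 reported miR-1 targets, 3 were lower and 2 higher, and 4 and 2 when adjusted over the list alone, among them ADAR, an RNA-editing enzyme that interferon also induces, with 0.98. The adjusted p of all lists of this paragraph from camera lay between 0.0872 and 0.945. The mean of the reported miR-1 targets still shifted by -0.069 (exact permutation test, two-sided, p = 0.0238), so a small p of a shift alone does not set a list apart from the other tested genes. The median and the mean differ in sign for glycolysis and hypoxia (-0.033 and 0.017), and for basal and squamous genes both are below 0 (-0.073 and -0.0097) while camera gives the direction up.

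With the miR-1 mimic, DUSP6, ETV5 and FOXO1 were the 3 of 20 genes of ERBB, MAPK and AKT signalling that were lower, with log2 fold changes of -0.52, -0.44 and -0.38, and 4 were lower when adjusted over the list alone. CDKN1A, an inhibitor of cyclin-dependent kinases, was the 1 of 18 p53 targets that was higher, with 0.89 (adjusted p = 0.00109 from limma). TNRC6B, a partner of AGO proteins, was the 1 of 14 miRNA pathway genes that was higher (0.59), and ADM the 1 of 20 glycolysis and hypoxia genes (0.49). When adjusted over the list alone, 1 p53 target, 1 miRNA pathway gene and 3 glycolysis and hypoxia genes were higher. Lower were CA12 among 12 estrogen-responsive genes (-0.46), ATP6V1A among 20 vacuolar ATPase and lysosome genes (-0.42), SNAI2 among 11 mesenchymal genes, and LASP1 and TAGLN2 among 25 actin cytoskeleton genes. When adjusted over the list alone, the counts lower and higher were 1 and 1, 1 and 0, 3 and 1, and 3 and 2 for these lists. Of the Table S1 genes, MYADM, FOXA1 and CSF1R were higher, and 4 were lower and 5 higher when adjusted over the list alone. By limma, no gene passed among 27 of cell cycle G2 and M (1 lower and 0 higher at an unadjusted p under 0.05), 21 of the interferon response (0 lower, 0 higher) and 6 markers of blood and endothelial cells (1 lower, 0 higher). From camera, the adjusted p of the lists of this paragraph lay between 0.0676 and 0.963. The median and the mean differ in sign for the Table S1 genes (-0.0081 and 0.0060), p53 targets (-0.0091 and 0.060), the miRNA pathway (-0.022 and 0.047) and the actin cytoskeleton (0.0054 and -0.024), and for the interferon response both are below 0 (-0.0061 and -0.0015) while camera gives the direction up. Fewer than 5 skeletal and cardiac muscle genes were tested in either experiment.

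ESR1 could not be followed in these cells: its mean log2 intensity was 6.27 with the miR-4728-3p mimic and 6.36 in the control, and 6.14 and 6.09 in the miR-1 experiment, at or below the filter. ERBB2 had a log2 fold change of 0.09 with the miR-4728-3p mimic (standard error 0.09, adjusted p = 0.733 from limma) and AKT1 of -0.20 (standard error 0.10, adjusted p = 0.361 from limma).

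A hypothesis for the lower expression of the Table S1 genes is repression through their sites. Against the expression level of the genes as a cause speaks that 0 of 10000 random lists matched on mean level had a mean log2 fold change as low as -0.16, and against an effect common to both transfections the shift of 0.0086 in the miR-1 arrays. Whether genes with an 8mer or 7mer-m8 site fall more than those with only a 7mer-1A site stays open: the shifts were -0.15 over 43 genes and -0.19 over 32, a difference of 0.048. The exact permutation test of the arrays planned for it (two-sided, p = 0.0108) takes no account of the spread between genes, and permuting the classes across genes gave p = 0.529 (10000 permutations, two-sided). The difference was 0.018 without FZD4 and 0.077 without MRPL11. Repression through sites may account for the group, but these arrays also gave the word behind the list and are no independent test of it, and an indirect effect, for example of the interferon response, stays open.

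Other splits of the arrays into groups of the same size called fewer genes than the real split in both experiments. Each of these splits mixes mimic and control arrays, so a real difference widens the spread within its groups and lowers its count. The smallest share that the splits run could give was 1 of 100 for miR-4728-3p and 1 of 35 for miR-1. With the miR-4728-3p arrays, 1 of 100 splits, drawn from 462 possible ones, which is the real one, called as many genes as 915, and the highest of the others called 0. For miR-1, 1 of 35 splits, again the real one, called as many as 320, and the highest of the others called 1.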
